A study of Mus musculus with 56 samples.

How the data were processed

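Bulk RNA sequencing was available for 56 mouse samples in 19 groups. Cortex, hippocampus, cerebellum, liver, muscle and testis of wild-type (WT) and Fmr1 knockout (KO) mice gave 3 samples per genotype and tissue. N2a cells, a mouse neuroblastoma line, were treated with small interfering RNA (siRNA) against Fmr1 (siFmr1, 3 samples) or a non-targeting control (siNT, 2 samples). In a separate N2a experiment, siRNA and plasmid were introduced together, with 3 samples per group. Its groups were siNT with the control plasmid pcDNA, siFmr1 with pcDNA, siMbnl1 with pcDNA, siFmr1 with FLAG-tagged nuclear MBNL1 (nMBNL1), and siMbnl1 with FLAG-tagged cytosolic MBNL1 (cMBNL1). Per the labels, brain libraries were made from poly(A)-enriched RNA with a NEXTflex directional kit, libraries of the peripheral tissues and of the first N2a experiment were prepared and sequenced by a service company, and the co-transfection libraries were made with a NEBNext Ultra II directional kit and sequenced on a NovaSeq. Groups and replicate numbers were taken from the sample titles.

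Gene tables of the brain regions, liver, muscle, testis and the first N2a experiment held integer read counts per gene and sample, per the file headers. The same tables held log2 fold changes and adjusted p-values computed by the authors with a tool that the tables do not name. These deposited log2 fold changes and p-values were used only for comparison with the re-computed ones. The co-transfection gene table held a signal that the authors deposited as normalized counts, by a method that the table does not state. Raw counts of that experiment were not used here. Splicing tables were the deposited junction-count output of rMATS, with inclusion and skipping junction reads per replicate, the lengths of both forms, an inclusion difference and a false discovery rate (FDR). These other values, the deposited inclusion differences and form lengths, were checked by recomputing the inclusion level from the junction reads, which matched the deposited difference within 0.002 for 100% of events in each of the 11 skipped exon tables. The skipping form had a length of 34 in the brain tables and 149 in the others. The aligner, the counting tool, the annotation and the rMATS version are not given in the sources used here. Both flanking exon ends of at least 99.6% of skipped exons in each table matched exon ends in the GRCm38 annotation (GENCODE M21), so positions are given for GRCm38, counted from 1.

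Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and the package data.table (1.17.8). Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. For each of the 7 comparisons with counts, genes were filtered with filterByExpr, scaled with TMM factors and tested with the edgeR quasi-likelihood F test on the samples of that comparison alone. Normalized co-transfection values were tested with limma (moderated, with an intensity trend) on log2(value + 1), for genes with a mean of at least 1 over the 15 samples. All 5 groups were in 1 fit. A gene was called at a Benjamini-Hochberg (BH) adjusted p under 0.05. Means per group are in CPM computed with the TMM-scaled library size, or in normalized counts, with the standard deviation (SD) between replicates. The error of a log2 fold change is its standard error (SE). Differences between genotype effects of the 3 brain regions were tested with edgeR as interaction terms in a fit of the 18 brain samples. A list of 50 splicing factors fixed before the data were examined was counted among all tested genes and, separately, adjusted over the list alone.

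Skipped exons were the main splicing measure. A deposited call needed an rMATS FDR under 0.05 and an absolute inclusion difference of at least 0.1. Each table was also re-tested from its junction reads with a quasi-binomial model per event, a dispersion moderated across events and not allowed under 1, and an F test with BH adjustment. Re-tested events had a mean of at least 20 junction reads per replicate in both sets, and calls needed an adjusted p under 0.05 and an absolute difference of at least 0.1. Deposited calls of the other 4 event types were counted only. Overlaps between tables were tested with a two-sided Fisher's exact test over exons listed in both tables, with BH adjustment over 51 pairs. Tables that share a replicate set were instead compared with simulated unchanged groups, because shared reads alone produce a correlation. The simulations that keep the spread of each group or set, for genes and for skipped exons, were added after the results had been seen.

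The named genes were chosen by a rule. They were Fmr1 in every comparison, Mbnl1 in the N2a comparisons, and the 3 called genes of largest absolute log2 fold change whose groups did not overlap. The latter needed a mean of at least 50 counts or 5 normalized counts. Called genes of the splicing-factor list were named where at most 6 were called. In each skipped exon table, the 2 events of largest difference past both thresholds without overlap between replicates were named, at most 1 per gene, and up to 2 deposited calls each in Mbnl1 and Fmr1. Rassf2 was chosen after its values were seen, and the marker lists were written after the values of some of their genes were seen. All gene positions come from the annotation.

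The tests were checked on simulated data in which 200 genes or events were changed. Changed genes had a mean of at least 50 and an absolute log2 fold change of 1 or 2. Changed events had intermediate inclusion and were shifted up or down by the same fixed amount on the logit scale. Smaller changes were not simulated, so the recovered shares below do not apply to them. The gene test recovered 170 to 200 of the 200 genes in the tissue comparisons and 189 to 197 in the co-transfection comparisons, and 0 of 200 in the first N2a comparison. The splicing re-test recovered 85% to 90% of the changed events in the tissue and co-transfection tables and 63.0% in the N2a siFmr1 table. Limma on the logit inclusion level was not checked in this way.

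The tables do not state whether equal replicate numbers mark samples prepared together. Residual correlation between samples of equal number was above 0.1 for each pair only for siMbnl1 with cMBNL1 against siMbnl1 with pcDNA (r from 0.18 to 0.40 across genes, which are not independent replicates). That comparison was therefore also fitted with the replicate number as a block. No paired analysis was run for splicing, because the columns of the junction tables carry no replicate numbers and were not matched to libraries by depth. For the same reason the split of the N2a libraries was not modelled for splicing.

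Alternatives were DESeq2 with its own size factors, no filter on low values, a pseudocount of 0.1, a fit of only the compared groups, a fit of the 18 brain samples, a replicate block, an absolute log2 fold change of at least 1, and leaving out each replicate in turn. For splicing they were an FDR under 0.01, at least 20 reads for the deposited calls, 10 or 50 reads for the re-test, an absolute difference of at least 0.2, no lower limit on the dispersion, limma on the logit inclusion level with 0.5 reads added, matching of exons with their flanks, and leaving out each replicate. Terms for a split of libraries in N2a and in hippocampus, and leaving out each library in the interaction fit, were added after the data were seen.

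Library totals, as sums over the genes listed, ran from 26264368 to 41384652 counts in the brain, from 13230785 to 16168225 in liver, from 13934559 to 15386794 in muscle, from 13752391 to 15879775 in testis, and from 13273331 to 16268865 in the first N2a experiment. Fold changes of genes with few counts are correspondingly less precise, as their SEs show. Junction reads per replicate ran from 406597 to 854473 in the brain tables, from 7506227 to 12282115 in the peripheral and N2a siFmr1 tables, and from 35906127 to 57090318 in the co-transfection tables.

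Left out were 4 columns of the muscle table whose sample names match no listed sample, TPM and normalized columns of samples whose counts were used, and the duplicated identifiers 1-Mar and 2-Mar of the normalized table, which spreadsheet software had changed. Depth of the co-transfection samples before normalization is unknown. In the splicing tables of the co-transfection experiment, the labels tie each table to groups but do not say which column holds which group, so the sets are described by the tables that share them.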

Results

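RNA sequencing was carried out on 56 mouse samples. Tissue samples came from cortex, hippocampus, cerebellum, liver, muscle and testis, with 3 WT and 3 Fmr1 KO samples each. N2a cells, a mouse neuroblastoma line, were sequenced after siFmr1 (3 samples) or siNT (2 samples), and in a separate experiment after siRNA and plasmid together (5 groups of 3 samples). Brain libraries held between 26264368 counts (cortex WT 3) and 41384652 counts (hippocampus WT 3) over 15777 genes. Liver libraries held 13230785 to 16168225 counts over 12259 genes, muscle libraries 13934559 to 15386794 over 13074 genes, and testis libraries 13752391 to 15879775 over 15960 genes. The N2a siFmr1 experiment held 13273331 to 16268865 counts per library over 12364 genes. For the co-transfection experiment only normalized values were used, which summed to between 31955037 and 33273189 per sample over 23087 genes, so its original depth is unknown. The 10 most abundant genes took 17.3% to 18.9% of the counts in liver libraries, 19.9% to 22.7% in muscle libraries, and at most 5.75% in any other library.

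The first question was how far Fmr1 mRNA was lowered in each KO tissue and after each siRNA. Fmr1 (X chromosome, 68678541 to 68717963, plus strand) fell from 121 ± 5.03 to 31.0 ± 3.16 CPM in cortex (mean ± SD, n = 3 per genotype throughout the tissues), a log2 fold change of -1.97 ± 0.08 (SE; edgeR, BH-adjusted p 3.03e-05). In hippocampus it fell from 90.2 ± 4.52 to 24.1 ± 0.399 CPM (-1.90 ± 0.05, adjusted p 8.11e-06), and in cerebellum from 110 ± 10.2 to 31.6 ± 0.888 CPM (-1.80 ± 0.07, adjusted p 1.01e-07). Liver values were 23.6 ± 3.46 in WT and 7.68 ± 0.0707 CPM in KO (-1.61 ± 0.16, adjusted p 0.00312), and testis values 34.7 ± 2.25 and 8.95 ± 0.595 CPM (-1.95 ± 0.11, adjusted p 9.82e-19). Muscle had the smallest change, from 14.6 ± 2.81 to 9.52 ± 1.27 CPM (-0.61 ± 0.17), and Fmr1 was not called there by edgeR (adjusted p 0.0734). DESeq2 called it (adjusted p 0.0356), and so did edgeR without muscle WT 1 (adjusted p 0.0437), with the other 5 fits without 1 library reaching up to 0.207. KO and WT samples did not overlap in any tissue.

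In the N2a siFmr1 experiment, Fmr1 counts were 1168 and 326 in the siNT samples and 210, 197 and 33 in the siFmr1 samples. The means were 50.1 ± 39.1 (n = 2) and 10.5 ± 7.26 CPM (n = 3), a log2 fold change of -2.25 ± 0.86 that did not pass the correction (edgeR, unadjusted p 0.0366, adjusted p 1). It was -1.09 without siNT 1 and -2.89 without siNT 2. These values, and those of Mbnl1 below, are mixed with a split of the libraries described later. Within the pairs of that split, Fmr1 was 77.7 CPM in siNT 1 and 14.7 in siFmr1 1. It was 22.4 CPM in siNT 2 and 2.12 in siFmr1 3. Mbnl1 did not differ beyond its spread (142 ± 135 and 155 ± 86.5 CPM, 0.12 ± 0.78, adjusted p 1), and its log2 fold change was 1.73 without siNT 1 and -0.62 without siNT 2.

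**Figure D1:**
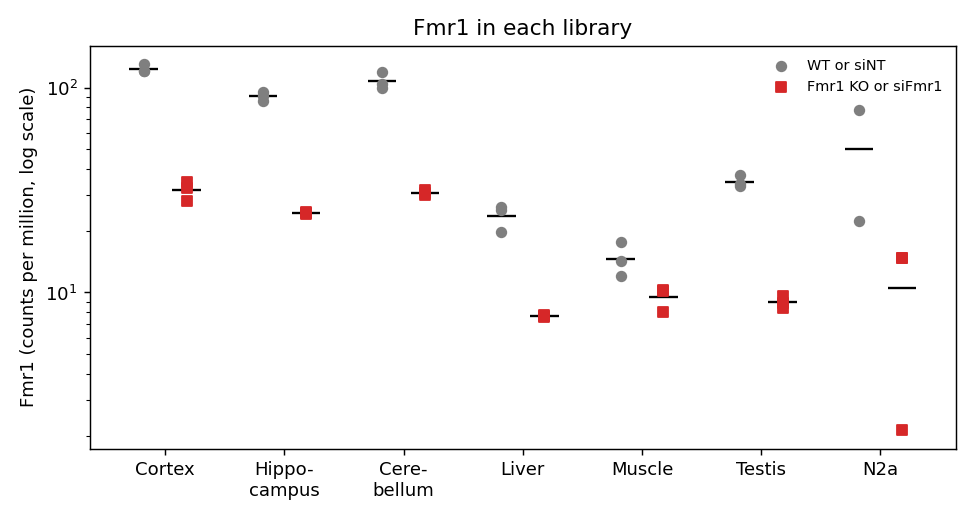
Fmr1 in CPM on a log axis for each library of the 6 tissues and the N2a siFmr1 experiment, with WT or siNT as grey circles, KO or siFmr1 as red squares, and bars for the group means. KO samples lie below all WT samples in each tissue, with the smallest gap in muscle, and the siNT samples of N2a lie far apart.

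The next comparisons asked which genes differed between KO and WT in each tissue. In cortex, edgeR tested 14802 genes and called 3, all lower in KO: Fmr1, Nr1d1 and Atmin. At an unadjusted p under 0.05 there were 3110 genes. DESeq2 called 904, of which 429 were higher and 475 lower in KO (47.5% higher, against 0% of the edgeR calls), and those included the 3 genes. The alternative that moved the count most was a fit of all 18 brain samples, with 1277 genes. Without cortex WT 3 the count was 1102, and without any of the other 5 libraries it was 1, namely Fmr1. Nr1d1 (chromosome 11, 98767932 to 98775333) fell from 124 ± 9.07 to 80.5 ± 1.56 CPM (-0.62 ± 0.06, adjusted p 0.0350). Atmin (chromosome 8, 116943393 to 116960445) fell from 112 ± 5.25 to 78.6 ± 2.53 CPM (-0.51 ± 0.06, adjusted p 0.0480). Neither gene was called without any 1 library other than cortex WT 3, with adjusted p from 0.0944 to 0.293.

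Hippocampus gave 31 called genes of 14843 tested, 2 higher and 29 lower in KO (1852 at an unadjusted p under 0.05). DESeq2 called 247, with 107 higher and 140 lower (43.3% higher, against 6.45% of the edgeR calls), including all 31. Fmr1 was the gene called in every fit without 1 library: the count was 21 without KO 3 and 1 without KO 1, KO 2, WT 1, WT 2 or WT 3. Etv5 (chromosome 16, 22381309 to 22439719) rose from 53.2 ± 1.98 to 86.7 ± 5.96 CPM (0.71 ± 0.06, adjusted p 0.0331). Syt16 (chromosome 12, 73997661 to 74273267) fell from 66.4 ± 5.68 to 42.2 ± 2.52 CPM (-0.65 ± 0.08, adjusted p 0.0410). Etv5 lost its call without each library except KO 3 (adjusted p 0.0516 to 0.187), and Syt16 without each of the 6 (0.0617 to 0.203).

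For cerebellum, 33 of 14627 tested genes were called, 4 higher and 29 lower in KO (1276 at an unadjusted p under 0.05). DESeq2 called 92, with 23 higher and 69 lower (25.0% higher, against 12.1%), and shared 32 of the 33. Leaving out 1 library gave 6 genes without KO 1, 8 without KO 2, 10 without KO 3, 9 without WT 1, 15 without WT 2 and 256 without WT 3. Genes called in all 6 of these fits included Cgnl1, Etv5, Fmr1 and Itpr3, which apart from Fmr1 are named here for that reason after their values were seen. Igfn1 (chromosome 1, 135953578 to 136006342) fell from 2.28 ± 0.483 to 0.914 ± 0.231 CPM (-1.33 ± 0.24, adjusted p 0.0496). Fmo2 (chromosome 1, 162874317 to 162898726) fell from 3.85 ± 0.851 to 1.61 ± 0.257 CPM (-1.27 ± 0.19, adjusted p 0.0299). Igfn1 was not called without KO 1, KO 2, KO 3, WT 1 or WT 2 (adjusted p 0.0834 to 0.268), nor in the fit of 18 brain samples (0.927), and DESeq2 gave it no adjusted p. Fmo2 was not called without KO 1, KO 2, KO 3 or WT 1 (0.0672 to 0.182), nor in the fit of 18 brain samples (0.0753).

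Liver had 49 called genes of 11928 tested, 20 higher and 29 lower in KO (1365 at an unadjusted p under 0.05). DESeq2 called 277 (103 higher, 174 lower), which included the 49. Without 1 library the count was 21 (KO 1), 20 (KO 2), 13 (KO 3), 284 (WT 1), 89 (WT 2) or 46 (WT 3), and 12 genes were called in every such fit. Eno1b (chromosome 18, 48045335 to 48048412) fell from 149 ± 49.8 to 1.95 ± 0.619 CPM (-6.23 ± 0.35, adjusted p 0.000285), while its paralog Eno1 measured 334 ± 86.1 CPM in WT and 573 ± 97.5 CPM in KO (adjusted p 0.165). Cyp2c69 (chromosome 19, 39842814 to 39886799) rose from 0.488 ± 0.236 to 21.6 ± 7.44 CPM (5.49 ± 0.37, adjusted p 0.000702). Wdr72 (chromosome 9, 74110356 to 74283308) fell from 6.70 ± 0.0738 to 0.231 ± 0.140 CPM (-4.78 ± 0.36, adjusted p 0.000951). All 3 were called in each fit without 1 library.

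In muscle, 512 genes were called of 12688 tested, 381 higher and 131 lower in KO (3281 at an unadjusted p under 0.05). DESeq2 called 1093, with 657 higher and 436 lower (60.1% higher, against 74.4%), and shared 511 of the 512. The count was 37 without KO 1, 157 without KO 2, 18 without KO 3, 393 without WT 1, 559 without WT 2 and 454 without WT 3, and 17 genes were called in every such fit. Eno1b fell from 52.2 ± 15 to 0.492 ± 0.0860 CPM (-6.70 ± 0.31, adjusted p 2.25e-05), and Eno1 rose from 72.6 to 114 CPM (0.65, adjusted p 0.0325). Cxcl1 (chromosome 5, 90891241 to 90893115) fell from 15.8 ± 14.3 to 0.453 ± 0.187 CPM (-5.10 ± 1.08, adjusted p 0.0373). It was called only when no library or WT 1 was left out; its adjusted p was 0.0513 to 0.182 without KO 1, KO 2, KO 3, WT 2 or WT 3. Egr1 (chromosome 18, 34859823 to 34864984) fell from 250.1 ± 156 to 13.1 ± 4.82 CPM (-4.25 ± 0.55, adjusted p 0.0102), and its adjusted p was 0.0967 without KO 3.

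Testis gave 661 called genes of 15465 tested, 309 higher and 352 lower in KO (2836 at an unadjusted p under 0.05). DESeq2 called 470, with 281 higher and 189 lower (59.8% higher, against 46.7%), and 432 genes were called by both tools. Without 1 library the count was 1256 (KO 1), 175 (KO 2), 174 (KO 3), 234 (WT 1), 173 (WT 2) or 827 (WT 3), and 71 genes were called in every such fit. Atp5k (chromosome 5, 108433244 to 108434448) fell from 9.05 ± 2.55 to 3.00 ± 0.557 CPM (-1.60 ± 0.20, adjusted p 3.17e-07). Slc10a3 (X chromosome, 74369217 to 74373349) fell from 6.43 ± 0.329 to 3.13 ± 0.256 CPM (-1.03 ± 0.19, adjusted p 0.000530). Both were called in each fit without 1 library, and DESeq2 gave neither an adjusted p.

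**Figure D2:**
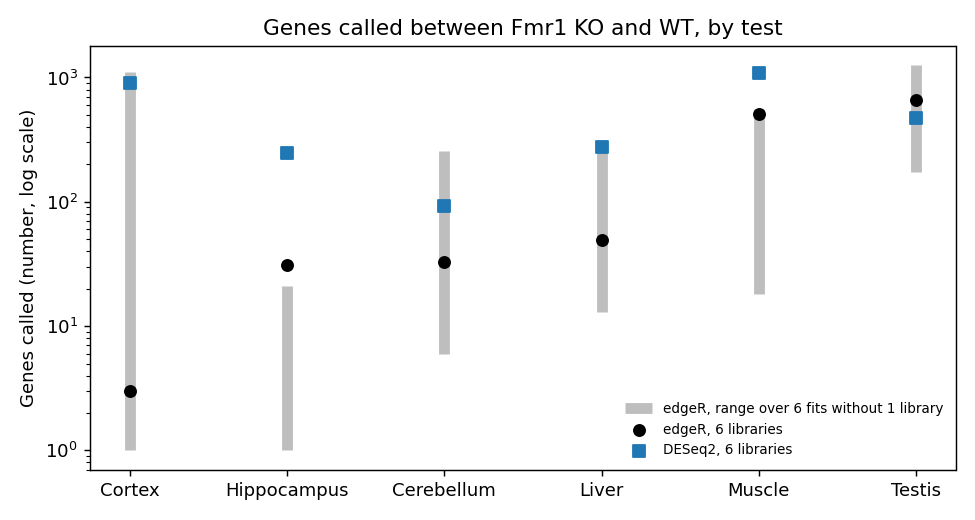
Number of genes called in each tissue, on a log axis, by edgeR with all 6 libraries and by DESeq2, with a grey bar for the range of the edgeR count over 6 fits that each leave out 1 library. The range runs from 1 to 1102 in cortex and from 18 to 559 in muscle.

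A list of 50 splicing factors was examined because the study concerns splicing. Over all tested genes edgeR called 0 list genes in cortex, hippocampus, cerebellum, liver and muscle, where 22, 18, 3, 7 and 5 list genes had an unadjusted p under 0.05 and DESeq2 called 10, 6, 0, 2 and 1. Adjusted over the list alone, 9 were called in cortex (Ptbp2, Celf1, Srsf1, Srsf3, Srsf6, Srsf7, Srsf10, Tra2a and Tial1), 7 in hippocampus, 0 in cerebellum, 2 in liver and 0 in muscle. In testis 3 were called over all genes and 4 adjusted over the list alone. Nova2 fell from 12.8 ± 1.22 to 9.54 ± 0.745 CPM (-0.42 ± 0.13, adjusted p 0.0472), and Elavl3 from 4.87 ± 1.11 to 2.69 ± 0.880 CPM (-0.85 ± 0.22, adjusted p 0.0187). Tia1 rose from 16.1 ± 0.652 to 21.5 ± 0.941 CPM (0.42 ± 0.10, adjusted p 0.0115). Under DESeq2 Nova2 was not called (adjusted p 0.0752) and Elavl3 had no adjusted p. Nova2 lost its call without each testis library except KO 1 (0.0513 to 0.227), Elavl3 without KO 1, KO 3, WT 1 or WT 2 (0.0533 to 0.221), and Tia1 without KO 2 or KO 3 (0.0718 and 0.0824).

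Whether the genotype effect differed between brain regions was tested with interaction terms over 15504 genes in edgeR. No gene was called between cortex and hippocampus (0 called, 1561 at an unadjusted p under 0.05) or between cortex and cerebellum (0 called, 2349 at that level). No other tool was run for these terms. Between hippocampus and cerebellum 1 gene was called (823 at that level). Rassf2 (chromosome 2, 131989415 to 132030258) fell in hippocampus from 67.6 ± 0.243 to 54.2 ± 0.533 CPM and measured 88.4 ± 1.80 and 93.8 ± 2.09 CPM in cerebellum WT and KO, a difference of -0.40 ± 0.06 between the log2 fold changes (adjusted p 0.0392). It was called in 4 of 18 fits without 1 library, those without a cortex KO library or cortex WT 3, and its adjusted p was 0.0566 to 0.190 in the other 14. For Fmr1 the differences were -0.07 (adjusted p 0.866), -0.16 (0.487) and -0.09 (0.989). Without cortex WT 3 the counts became 179 between cortex and hippocampus and 465 between cortex and cerebellum. Without cortex KO 1 they were 1 and 9, without cortex KO 3 the latter was 2, and without cerebellum WT 2 it was 1. The hippocampus and cerebellum count was 10 without cortex KO 1, 2 without cortex KO 2, KO 3 or WT 3, and 0 in the other 14 fits.

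For siFmr1 against siNT in N2a cells, edgeR tested 12187 genes and called 0, with 47 at an unadjusted p under 0.05. DESeq2 also called 0, with 51 at that level. Each fit without 1 library called 0 as well, with a lone siNT sample assumed to vary like the siFmr1 samples where a siNT sample was left out. The biological coefficient of variation was 39.9%, against 5.99% to 18.5% in the tissue comparisons, and the same test recovered 0 of 200 genes changed by simulation in these libraries.

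The co-transfection experiment asked how lowering Fmr1 or Mbnl1, and adding nuclear or cytosolic MBNL1 by plasmid, changed N2a transcripts. Fmr1 measured 3093 ± 443 normalized counts with siNT pcDNA (n = 3 per group throughout) and 594 ± 15.3 with siFmr1 pcDNA, a log2 fold change of -2.37 ± 0.13 (limma, BH-adjusted p 1.06e-08). It was 538 ± 122 with siFmr1 nMBNL1 (-2.54, adjusted p 3.12e-09), 2922 ± 164 with siMbnl1 pcDNA (-0.07, 0.692) and 2659 ± 47.8 with siMbnl1 cMBNL1 (-0.21, 0.224). Mbnl1 (chromosome 3, 60472830 to 60629750) measured 4396 ± 629 with siNT pcDNA, 4567 ± 124 with siFmr1 pcDNA (0.06, adjusted p 0.692) and 1485 ± 68.2 with siMbnl1 pcDNA (-1.56, 1.87e-07). With the plasmids it was 12140 ± 1111 for siFmr1 nMBNL1 (1.47, 1.26e-07) and 19762 ± 3323 for siMbnl1 cMBNL1 (2.16, 8.44e-09). Reads from the plasmid and from the endogenous gene cannot be separated in these values.

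Against siNT pcDNA, limma tested 16242 genes. It called 6013 with siFmr1 pcDNA (3164 higher, 2849 lower), 5330 with siMbnl1 pcDNA (2761 higher, 2569 lower), 6670 with siFmr1 nMBNL1 (3442 higher, 3228 lower) and 5478 with siMbnl1 cMBNL1 (2879 higher, 2599 lower). Of these, 1291, 810, 1348 and 889 had an absolute log2 fold change of at least 1. That minimum was the alternative that moved these counts most, while a fit of only the compared groups gave 3658, 2428, 4166 and 3027. Without 1 library the lowest and highest counts were 4770 (siFmr1 pcDNA 1) and 6532 (siNT pcDNA 2), 4072 (siMbnl1 pcDNA 1) and 6074 (siNT pcDNA 1), 5488 (siFmr1 nMBNL1 2) and 7221 (siNT pcDNA 1), and 4254 (siMbnl1 cMBNL1 2) and 6464 (siNT pcDNA 2). The 4 comparisons share the siNT pcDNA samples, whose median SD of log2 values was 0.236, against 0.0963 to 0.113 in the other groups.

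The genes named for the size of their change in these comparisons, apart from Ass1, were nearly absent from the siNT pcDNA samples, so their log2 fold changes depend on the pseudocount. Adad2 (chromosome 8, 119612747 to 119616924) rose from 0.680 ± 0.590 to 36.6 ± 6.25 normalized counts with siFmr1 pcDNA (4.54 ± 0.63, adjusted p 4.25e-05). Slc34a3 and Cbr2 were listed at 0 in the siNT pcDNA samples and measured 19.5 ± 1.28 and 20.8 ± 11.5. With siMbnl1 pcDNA, Gsta1 (chromosome 9, 78230656 to 78242684) rose from 0.347 ± 0.600 to 84.0 ± 18.9 (6.04 ± 0.73, adjusted p 1.86e-05) and Kitl (chromosome 10, 100015630 to 100100416) from 0.332 ± 0.576 to 57.9 ± 22.1 (5.48 ± 0.44, adjusted p 4.42e-07), while Gsta2 was listed at 0 with siNT pcDNA and measured 26.4 ± 4.78. With siFmr1 nMBNL1, Gsta1 measured 58.0 ± 27.2 (5.43 ± 0.73, adjusted p 2.49e-05), and Ccdc68 was listed at 0 with siNT pcDNA and measured 19.2 ± 2.96. Ass1 (chromosome 2, 31470207 to 31520672) rose from 158 ± 144 to 896 ± 220 (4.53 ± 1.34, adjusted p 0.0125), with siNT pcDNA 1 listed at 0. Without that library its log2 fold change was 1.91 and it was still called. In a fit of all 6 libraries of the compared groups alone it was not called (adjusted p 0.0808). With siMbnl1 cMBNL1, Gsta1 measured 212 ± 68.8 (7.34 ± 0.73, adjusted p 2.31e-06), Gm3776 rose from 0.370 ± 0.640 to 54.2 ± 9.90 (5.41 ± 0.56, adjusted p 3.52e-06), and Gsta2 measured 70.5 ± 26.4. Gsta1, Gm3776 and Gsta2 are related genes that lie together on chromosome 9, between 78230656 and 78355788.

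Changes after siFmr1 and after siMbnl1 were compared over all 16242 genes, which are not independent replicates. The correlation of log2 fold changes was 0.47, but 20 simulations in which neither siRNA changed any gene gave 0.59 to 0.64 from the shared siNT pcDNA samples alone when each group kept its own spread (0.48 to 0.53 with 1 spread for all groups). Both comparisons called 2843 genes (1973 expected if independent), of which 2466 (86.7%) had the same sign. The shared samples favour the same sign, by an amount that was not estimated.

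Adding MBNL1 by plasmid was examined within each siRNA. Mbnl1 mRNA had not been lowered by siFmr1, and with either plasmid it lay above the siNT pcDNA level. Neither comparison is therefore a return of Mbnl1 to its control level. Between siFmr1 nMBNL1 and siFmr1 pcDNA, 286 genes were called, 103 higher and 183 lower (2901 at an unadjusted p under 0.05), and a fit of the compared groups alone called 2812 (1305 higher, 1507 lower). With an absolute log2 fold change of at least 1 the balance was opposite, 35 higher and 5 lower. The count was 28, 40 and 98 without siFmr1 pcDNA 1, 2 and 3, and 187, 35 and 42 without siFmr1 nMBNL1 1, 2 and 3, and 22 genes were called in every such fit. Mbnl1 differed by 1.41 ± 0.11 (adjusted p 8.67e-06) and Fmr1 by -0.17 ± 0.13 (0.518). Gsta1 rose from 6.86 ± 9.98 to 58.0 ± 27.2 (3.78 ± 0.73, adjusted p 0.0186) and Gm3776 from 1.10 ± 1.91 to 20.4 ± 8.18 (3.65 ± 0.56, adjusted p 0.00612). 1700016G22Rik was listed at 0 with siFmr1 pcDNA and measured 15.1 ± 7.37 (adjusted p 0.0209). With a pseudocount of 0.1 the log2 fold change of Gsta1 was 5.04 and it was not called (adjusted p 0.0664), nor without siFmr1 pcDNA 1 or 2 or siFmr1 nMBNL1 2 or 3 (0.0784 to 0.109). Its log2 fold change was 2.79 without siFmr1 pcDNA 2 and 4.92 without siFmr1 pcDNA 3. 1700016G22Rik was not called without each library other than siFmr1 nMBNL1 1 (0.0556 to 0.125).

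Between siMbnl1 cMBNL1 and siMbnl1 pcDNA, 364 genes were called, 233 higher and 131 lower (3149 at an unadjusted p under 0.05). With the replicate number as a block the count was 289, and in a fit of only the compared groups 2854 (1520 higher, 1334 lower). With an absolute log2 fold change of at least 1, 35 were higher and 9 lower. Without siMbnl1 pcDNA 1, 2 and 3 it was 37, 59 and 182, and without siMbnl1 cMBNL1 1, 2 and 3 it was 95, 47 and 64, with 31 genes called in every such fit. Mbnl1 differed by 3.72 ± 0.11 (adjusted p 5.06e-12) and Fmr1 by -0.13 ± 0.13 (0.596). 4930584F24Rik was listed at 0 with siMbnl1 pcDNA and measured 17.3 ± 9.19 (adjusted p 0.00298). Cel (chromosome 2, 28555795 to 28563403) rose from 2.72 ± 3.95 to 37.4 ± 11.4 (3.90 ± 0.72, adjusted p 0.0141). With a pseudocount of 0.1 the log2 fold change of Cel was 5.33 and it was not called (0.0506), nor was it without siMbnl1 pcDNA 1 or siMbnl1 cMBNL1 2 or 3 (0.0518 to 0.0892). Its log2 fold change was 3.24 without siMbnl1 pcDNA 3 and 4.76 without siMbnl1 pcDNA 2. Fxr2 (chromosome 11, 69632990 to 69653297) rose from 3831 ± 156 to 4763 ± 17.9 (0.31 ± 0.08, adjusted p 0.0495), and was not called with the block (0.0692), with a pseudocount of 0.1 (0.0506), without the filter (0.0568) or without any 1 of the 6 libraries (0.0776 to 0.194). Among splicing factors tested, 18, 14, 20 and 21 of 48 were called in the 4 comparisons with siNT pcDNA in the order given above, 1 (Mbnl1) with nMBNL1 over siFmr1 pcDNA and 2 (Mbnl1 and Fxr2) with cMBNL1 over siMbnl1 pcDNA. Adjusted over the list alone, the counts were 18, 12, 20, 21, 2 and 3.

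The splicing tables asked which exons differed in inclusion in the same comparisons. Junction reads per replicate ran from 406597 to 502401 in the cortex table, 484065 to 789421 in hippocampus and 605002 to 854473 in cerebellum. They ran from 10220553 to 12282115 in liver, 8974261 to 10142408 in muscle, 7708536 to 9089603 in testis, and 7506227 to 11581824 in the N2a siFmr1 table. Skipped exons with a deposited FDR under 0.05 and an absolute difference of at least 0.1, called deposited calls here, numbered 71 of 7176 events in cortex, 19 of 8143 in hippocampus, 14 of 9592 in cerebellum, 165 of 13852 in liver, 215 of 15777 in muscle, 150 of 21748 in testis and 220 of 26654 after siFmr1. Only 8, 2, 1, 69, 95, 65 and 130 of them had a mean of at least 20 junction reads per replicate in both sets. The tissue tables do not name the genotype of their replicate sets, which are called set 1 and set 2.

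Re-testing events with that depth gave 0 calls in cortex, hippocampus and cerebellum by the quasi-binomial model (343, 257 and 286 events at an unadjusted p under 0.05) and 0 by limma on the logit inclusion level. It gave 13 in liver (11 of them deposited calls), 33 in muscle (27) and 15 in testis (13). With limma those 3 counts were 0, 5 and 0, the alternative that moved them most. After siFmr1 in N2a, 0 of 22614 events were called (1392 at an unadjusted p under 0.05, and 0 with limma). That count became 71, 12 and 21 without siFmr1 replicates 1, 2 and 3 in column order, and stayed 0 without either siNT replicate. The split of the N2a libraries, described later, was not modelled for these exons, so its part in the N2a counts is unknown. Cortex had 2 calls without set 2 replicate 3 and 0 in its other 5 fits. Liver had 3, 5 and 3 calls without set 1 replicates 1, 2 and 3 and 1, 8 and 3 without those of set 2. Muscle had 10 without set 2 replicate 1 and 23 to 46 in the other fits, and testis 3 without set 1 replicate 2, 8 without set 2 replicate 3 and 10 to 20 otherwise.

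**Figure D3:**
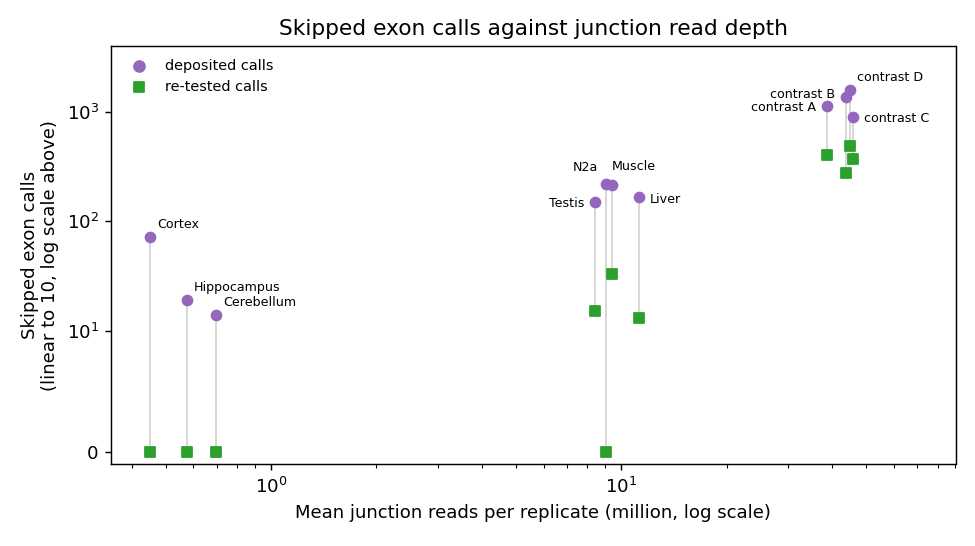
Deposited and re-tested skipped exon calls of the 11 tables against the mean number of junction reads per replicate, with log axes. Brain tables lie at the lowest depth and have 0 re-tested calls, and the 4 co-transfection tables lie at the highest depth with 276 to 489 re-tested calls.

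In liver, inclusion of an exon of Arhgef11 (chromosome 3, 87734424 to 87734552, coding) was 61.4% ± 8.37 in set 1 and 34.0% ± 10.0 in set 2 (n = 3 each; quasi-binomial model, adjusted p 0.0127), over 39 to 63 reads per replicate. A coding exon of Sirt2 (chromosome 7, 28767632 to 28767678) was at 10.8% ± 7.70 and 37.8% ± 13.2 (adjusted p 0.000797, 46 to 58 reads). Arhgef11 lost its call without set 1 replicates 1 or 3 or set 2 replicates 1 or 3 (adjusted p 0.103 to 0.445), and Sirt2 without set 1 replicate 3 or set 2 replicates 1 or 3 (0.0616 to 0.344). Neither was called with limma.

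In muscle, a coding exon of Sec24b (chromosome 3, 130020538 to 130020642) was at 21.2% ± 15.7 in set 1 and 69.0% ± 22.0 in set 2 (adjusted p 0.00347, 17 to 42 reads). A coding exon of Ablim1 (chromosome 19, 57046925 to 57047071) was at 84.6% ± 9.99 and 48.7% ± 6.06 (adjusted p 0.000801, 29 to 92 reads). Sec24b lost its call without set 1 replicates 1 or 2 or set 2 replicates 1 or 3 (0.158 to 0.352), Ablim1 without set 2 replicate 1 (0.0746), and neither was called with limma. The 54-base exon of Mbnl1 (chromosome 3, 60614683 to 60614736, coding) was at 30.2% ± 5.57 and 12.7% ± 3.21, a deposited call (FDR 0.0359) that the re-test did not pass (adjusted p 0.300). Its 95-base exon (60622146 to 60622240, coding) was at 72.4% ± 3.54 and 82.4% ± 5.36, a deposited call (FDR 0.0149, difference 10.1 points). The re-test (adjusted p 0.0142) left it just under the minimum difference, and called it without set 2 replicate 2.

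In testis, a partly coding exon of Arhgap33 (chromosome 7, 30534103 to 30534212) was at 25.0% ± 15.4 and 52.8% ± 2.59 (adjusted p 0.0439, 16 to 45 reads). A 21-base segment listed under 1700008F21Rik (chromosome 8, 129109900 to 129109920), which is not an annotated exon, was at 32% ± 7.67 and 58.6% ± 8.03 (adjusted p 0.00999, 35 to 67 reads). Arhgap33 lost its call in each of the 5 fits without 1 replicate that could test it (adjusted p 0.0569 to 0.232), 1700008F21Rik without set 1 replicate 2 or set 2 replicates 1 or 3 (0.0943 to 0.342), and neither was called with limma. The 36-base exon of Mbnl1 (chromosome 3, 60621423 to 60621458, coding) was a deposited call at 57.2% ± 23.1 and 90.5% ± 6.77 (FDR 0.0348), with too few reads (10 to 31) to be re-tested.

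The co-transfection experiment had 4 skipped exon tables with 35906127 to 57090318 junction reads per replicate. Contrast A is the table that the labels tie to siNT pcDNA and siFmr1 pcDNA, contrast B the one tied to siMbnl1 pcDNA, contrast C to siFmr1 nMBNL1 and contrast D to siMbnl1 cMBNL1. Contrasts A, B and D shared an identical replicate set 2, and set 1 of contrast A was identical to set 2 of contrast C. The labels do not say which set of contrast A held which siRNA, so differences are given between sets. Deposited calls numbered 1134 of 53796 events in contrast A (752 with higher inclusion in set 1, 382 lower), 1379 of 58352 in B (414, 965), 895 of 61886 in C (330, 565) and 1585 of 67389 in D (472, 1113). The re-test called 400, 276, 369 and 489 events, of which 395, 276, 352 and 489 were also deposited calls. With limma on the logit inclusion level the counts were 0, 0, 37 and 97. Without set 1 replicates 1, 2 and 3 the re-tested counts were 151, 118 and 75 in contrast A, 42, 74 and 144 in B, 116, 136 and 96 in C, and 12, 17 and 17 in D. Without a set 2 replicate they were 400 to 568 in A, 319 to 415 in B (415 without replicate 3), 253 to 278 in C and 684 to 758 in D (758 without replicate 3).

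The exon of largest difference in contrast A lay in Rps24 (chromosome 14, 24494052 to 24494069, partly coding), at 74.2% ± 0.940 in set 1 and 22.8% ± 3.46 in set 2 (n = 3 per set in each contrast; adjusted p 6.50e-23, 920 to 2527 reads per replicate), and was called in each fit without 1 replicate but not with limma. A coding exon of Atp2a3 (chromosome 11, 72989475 to 72989547) was at 28.4% ± 11.4 and 75.4% ± 16.5 (adjusted p 0.00239, 9 to 61 reads), and lost its call without any set 1 replicate or set 2 replicate 2 (0.0570 to 0.186) and with limma. In contrast B, exons of 9430038I01Rik (chromosome 7, 137387371 to 137387433, coding) and Espn (chromosome 4, 152129612 to 152129638, coding) were at 25.8% ± 10.2 against 88.6% ± 10.5 and at 2.20% ± 3.80 against 53.4% ± 40.4 (adjusted p 0.00208 and 0.00901). The first lost its call without set 1 replicates 1 or 2 (0.0523 and 0.0661), the second without any set 1 replicate (0.117 to 0.227), and neither was called with limma. Without set 2 replicate 1 the Espn difference in percentage points (set 1 minus set 2) was -27.8, against -51.2 with all replicates. In contrast C, an exon of Nfix (chromosome 8, 84723728 to 84723850, coding) was at 24.1% ± 10.4 and 77.2% ± 11.4 (adjusted p 1.92e-06, 4 to 39 reads) and was not called with limma. An exon of Dnajc5 (chromosome 2, 181548926 to 181549000, partly coding) in contrast D was at 48.3% ± 13.9 and 100% (adjusted p 0.000136, 56 to 136 reads), and lost its call without set 1 replicates 1 or 3 (0.0539 and 0.112).

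Mbnl1 had called exons in each contrast. Its 54-base exon, with the downstream exon at 60615620, was at 35.0% ± 6.47 and 57.7% ± 10.6 in contrast A (adjusted p 5.85e-05), 73.7% ± 5.87 and 57.7% ± 10.6 in B (deposited FDR 0.0247, re-test 0.196), 98.5% ± 0.374 and 35.0% ± 6.47 in C (4.31e-150) and 0.364% ± 0.0852 and 57.7% ± 10.6 in D (7.17e-13). In contrast A it lost its call without set 1 replicates 1 or 3 (0.0643 and 0.102) and with limma, and in B it was called without set 2 replicates 1 or 2 (0.0236 and 0.0479), while its difference was 9.84 percentage points without set 2 replicate 3, against 15.9. With the downstream exon at 60615725 it was at 21.2% ± 6.50 and 81.3% ± 19.0 in D (0.00166), and lost its call without any set 1 replicate (0.159 to 0.235). The 36-base exon was called in different events, so its levels are not comparable between contrasts. With the downstream exon at 60625124 it was at 67.5% ± 5.26 and 87.6% ± 7.04 in A (0.0246), and with that at 60622146 it was at 1.94% ± 0.147 and 95.3% ± 1.67 in C (1.93e-186). In A it lost its call without each replicate except set 2 replicate 1 (0.0658 to 0.308) and with limma. Replicates held up to 19982 junction reads for these exons in contrast C and 11990 in D, and plasmid and endogenous reads cannot be separated. The Mbnl1 differences in contrasts C and D may therefore come from the exons that the MBNL1 plasmid carries. They do not show a change in splicing of the endogenous gene, however small the adjusted p. A 63-base coding exon of Fmr1 (X chromosome, 68705861 to 68705923) was at 57.4% ± 2.94 and 69.6% ± 1.78 in contrast B (adjusted p 0.0254). Its call was lost without any set 1 replicate or set 2 replicate 2 (0.104 to 0.209), with limma, and with a minimum difference of 0.2.

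**Figure D4:**
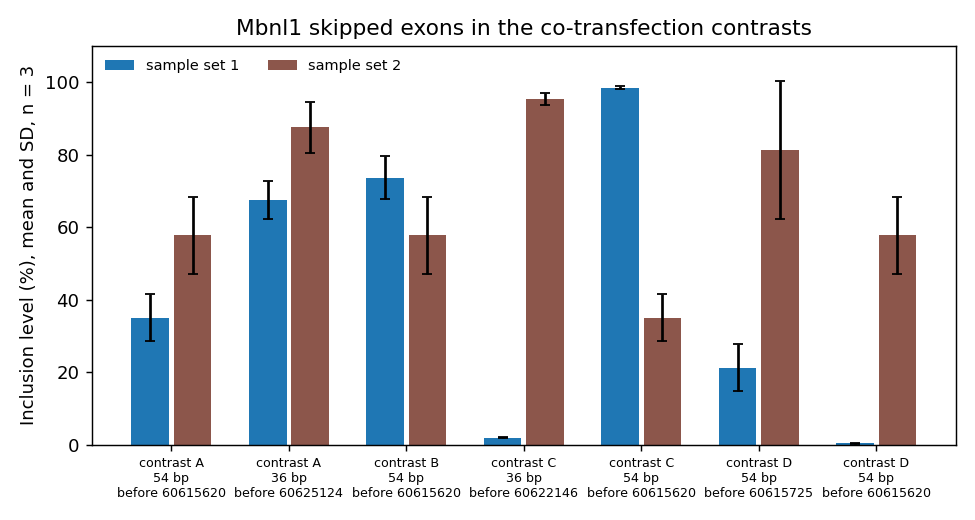
Inclusion level in percent of the 54-base and 36-base exons of Mbnl1 in the replicate sets of contrasts A to D, with bars for the mean and error bars for the SD of 3 replicates. The 54-base exon runs from 0.364% in set 1 of contrast D to 98.5% in set 1 of contrast C. Reads of the MBNL1 plasmid and of the endogenous gene are not separated in contrasts C and D.

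Overlap between the deposited calls of different tables was tested for 51 pairs of tables that share no replicate set. By Fisher's exact test, 21 pairs passed the BH adjustment, and 15 did when flanking exons also had to match. Of the 15 pairs of tissues 2 passed. Hippocampus and liver shared 3 exons (0.328 expected, adjusted p 0.0116, but 0.0917 with flanks), and liver and testis shared 6 (1.54 expected, adjusted p 0.0126). The N2a siFmr1 table shared 39 exons with contrast A (9.17 expected, adjusted p 2.21e-13), 30 with B (10.4 expected, 1.61e-06), 17 with C (6.25 expected, 0.000705, and 0.121 with flanks) and 30 with D (11.3 expected, 8.36e-06). Contrasts B and C shared 139 exons (28.8 expected, 6.40e-54), and C and D 214 (32.8 expected, 1.89e-111). The other passing pairs each joined a tissue table with a table of N2a cells. Among them, muscle and C shared 25 exons (6.99 expected, 3.35e-07) and testis and B 20 (6.16 expected, 1.83e-05). Overlap was therefore not limited to the cell experiments.

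Contrasts that share a replicate set were compared by their re-tested calls. In A and B, 87 events were called in both, 80 with the same sign, at a correlation of 0.45 across events (0.58 to 0.62 in simulations without any change in which each set kept its own spread). In A and D, 95 were called in both, 88 with the same sign (0.49, against 0.61 to 0.64). In B and D, 155 were called in both, all with the same sign (0.65, against 0.55 to 0.59). In A and C, where the shared set stands on opposite sides, 27 were called in both and 17 had opposite signs (-0.28, against -0.47 to -0.42).

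Other event types were counted from the deposited calls. Mutually exclusive exons gave 1495 calls in contrast A, 1777 in B, 83 in C and 2736 in D, and 275 in testis. Retained introns gave at most 35 calls in any table and 0 in the 3 brain tables. Those listed only 7 (cortex), 5 (hippocampus) and 6 (cerebellum) such events, too few to show an absence of change.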

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

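The comparison of named genes that moved opposite ways in different tissues, with its chance test and the differences between separate fits, and the interaction fits without 1 library were tests chosen only after the results were seen.

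Rassf2 was singled out because its genotype effect differed between hippocampus and cerebellum in the interaction test. The log2 fold change in hippocampus minus that in cerebellum was -0.40 ± 0.06 (edgeR, BH-adjusted p 0.0392), with 67.6 ± 0.243 CPM in hippocampus WT and 54.2 ± 0.533 in KO, against 88.4 ± 1.80 in cerebellum WT and 93.8 ± 2.09 in KO (n = 3 each). The difference ranged from -0.43 to -0.40 over 18 fits without 1 library, but its adjusted p ranged from 0.0119 to 0.190, and it was called in 4 of them (without cortex KO 1, KO 2, KO 3 or WT 3). In 19 of 100 assignments of genotype labels within regions, the real one included, at least 1 gene was called for this pair of regions, so chance cannot be excluded. Depth did not separate the groups, since WT and KO libraries of both regions overlapped in total counts. Oligodendrocyte genes fell by a median of 0.40 on the log2 scale in hippocampus KO samples, and Rassf2 may share that change if it is expressed in those cells, which was not tested. A region-specific genotype effect, which the interaction term measures, also remains open.

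For 3 of the 17 named genes of the tissues, every KO sample lay on 1 side of every WT sample in a tissue and on the opposite side in another. The tissues outside the brain were in separate tables, so differences between tissues are given from separate fits, without a p because the genes were picked for the pattern. Etv5 was higher in KO in cortex (0.59, adjusted p 0.0668), hippocampus (0.71, 0.0331), cerebellum (0.97, 4.54e-05) and testis (0.51, 0.00193), and lower in liver (-0.69, 0.170), where it measured 8.09 ± 0.670 CPM in WT and 4.99 ± 0.538 CPM in KO. Atp5k was higher in cortex (0.35, adjusted p 0.0668, 31.1 ± 1.11 and 39.7 ± 1.79 CPM) and lower in testis (-1.60, 3.17e-07). Nova2 was higher in hippocampus (0.07, adjusted p 0.555, 127 ± 4.21 and 133 ± 4.16 CPM) and muscle (0.79, 0.137, 4.98 ± 2.32 and 8.58 ± 0.991 CPM) and lower in testis (-0.42, 0.0472). All values are log2 fold changes from edgeR with n = 3 per genotype. The tissues with opposite signs differed by 1.20 ± 0.20 to 1.66 ± 0.19 for Etv5, 1.96 ± 0.21 for Atp5k, and 0.50 ± 0.14 and 1.21 ± 0.32 for Nova2 (SE of the difference).

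Chance separation of 3 samples from 3 occurs for 10% of genes in a tissue, and predicts 3.06 of 17 genes with such opposite tissues. As many as the observed 3 would arise with a probability of 0.618, so chance separation may account for the number of genes. In each of the 3 genes, the effect in 1 of the directions was not called: liver for Etv5, cortex for Atp5k, and hippocampus and muscle for Nova2. The effects of Etv5, Atp5k and Nova2 differed between tissues by several SE. A tissue difference in the size of the effect therefore stays open for them as a hypothesis, whether or not the sign is reversed. Counts from other cell types and paralogs were not examined for these genes. Strain variants were examined only for Etv5, as 1 member of the set of genes called in at least 2 tissues described below.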

How the results depend on the processing

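Terms for the split of libraries in N2a and in hippocampus, and the interaction fits without 1 library, were tests chosen only after the results were seen. Across 348 combinations of a count and an alternative, 187 stayed within 1.5 times the reported count, 161 moved further and 0 reversed. Of 78 named genes and events, 40 kept their side of the threshold under every alternative run on them and 38 did not. Their 837 alternatives gave the same call 665 times, a lost call 167 times, a gained call 5 times and a call in the reversed direction 0 times. Some values that were not called did change sign without 1 library. An example is Mbnl1 in N2a siFmr1, with a log2 fold change of 0.12, and of -0.62 without siNT 2. Fits without 1 library accounted for 124 of the lost calls (of 473), limma on the logit inclusion level for 14 (of 22), the minimum log2 fold change of 1 for 8 (of 55), the replicate block for 8 (of 55), DESeq2 for 5 (of 25) and a pseudocount of 0.1 for 3 (of 30).

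Counts of called genes depended on the tool. Under DESeq2 they were 904 in cortex, 247 in hippocampus, 92 in cerebellum, 277 in liver and 1093 in muscle, and the cause was not tested. Testis (470) and N2a siFmr1 (0) stayed within 1.5 times. The deposited adjusted p-values put 1787 genes in cortex, 182 in hippocampus, 38 in cerebellum, 252 in liver, 1079 in muscle, 472 in testis and 0 in N2a siFmr1 under 0.05. Without the filter on low values no count moved beyond 1.5 times, and neither did any co-transfection count with a pseudocount of 0.1. A fit of the 18 brain samples gave 1277 genes in cortex and 11 in cerebellum, with the cause not tested, and 32 in hippocampus.

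With the replicate number as a block the counts were 1 in cortex, 1 in hippocampus, 24 in liver, 31 in muscle and 377 in testis, and 39 in cerebellum. Residuals of samples with equal numbers did not correlate above 0.1 in each pair there: r ranged from -0.40 to -0.24 in cortex, -0.74 to 0.67 in hippocampus, -0.12 to 0.06 in cerebellum, -0.26 to -0.03 in liver, -0.24 to -0.06 in muscle and -0.09 to 0.00 in testis. It was also not above 0.1 in each pair for N2a siFmr1 (-0.25 to 0.77), siFmr1 pcDNA (-0.26 to 0.02), siMbnl1 pcDNA (0.03 to 0.22), siFmr1 nMBNL1 (-0.19 to -0.02) and siMbnl1 cMBNL1 (-0.10 to 0.25) against their controls, and nMBNL1 over siFmr1 pcDNA (-0.06 to 0.02). Their counts with the block were 0, 6005, 5347, 6689, 5493 and 195, all within 1.5 times. The block uses up residual degrees of freedom, and the cause of the moved counts was not tested. A term for hippocampus WT 1 and KO 2 against the other 4 libraries raised that count to 107 (23 higher, 84 lower, with the 31 reported genes among them), and the cause was not tested. The same kind of term left N2a at 0.

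Requiring an absolute log2 fold change of at least 1 can only lower a count. It left 1 gene in cortex, 1 in hippocampus, 3 in cerebellum, 164 in muscle and 32 in testis (6 higher, 26 lower), and 40 in liver, which stayed within 1.5 times. In the co-transfection experiment it left 1291 (965 higher, 326 lower), 810 (558, 252), 1348 (1003, 345) and 889 (537, 352) genes against siNT pcDNA, 40 for nMBNL1 over siFmr1 pcDNA and 44 for cMBNL1 over siMbnl1 pcDNA. Fitting only the compared groups moved the same 6 counts to 3658, 2428, 4166, 3027, 2812 and 2854. A candidate explanation is the replicate spread. The siNT pcDNA samples varied most (median SD of log2 values 0.236, against 0.0963 to 0.113 in the other groups), so the joint fit takes a smaller spread for comparisons with siNT pcDNA and a larger one for the comparisons without it. The direction of all 6 changes follows that order, and the cause was not tested.

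Leaving out 1 library changed most counts. Lowest and highest values were 1 and 1102 (without WT 3) in cortex, 1 and 21 (without KO 3) in hippocampus, and 6 (without KO 1) and 256 (without WT 3) in cerebellum. They were 13 (without KO 3) and 284 (without WT 1) in liver, 18 (without KO 3) and 559 (without WT 2) in muscle, and 173 (without WT 2) and 1256 (without KO 1) in testis, and 0 and 0 in N2a siFmr1. Against siNT pcDNA they were 4770 and 6532 for siFmr1 pcDNA, 4072 and 6074 for siMbnl1 pcDNA, 5488 and 7221 for siFmr1 nMBNL1, and 4254 and 6464 for siMbnl1 cMBNL1. For nMBNL1 over siFmr1 pcDNA they were 28 (without siFmr1 pcDNA 1) and 187 (without siFmr1 nMBNL1 1). For cMBNL1 over siMbnl1 pcDNA they were 37 (without siMbnl1 pcDNA 1) and 182 (without siMbnl1 pcDNA 3). The interaction counts ran from 0 to 179 between cortex and hippocampus and from 0 to 465 between cortex and cerebellum, both highest without cortex WT 3, and from 0 to 10 (without cortex KO 1) between hippocampus and cerebellum. The cause was not tested, and neither was the effect of the smaller number of samples in each fit.

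Deposited skipped exon calls fell under stricter settings, which can only lower them. At an FDR under 0.01 they were 24 in cortex, 6 in hippocampus, 7 in cerebellum, 64 in liver, 98 in muscle, 53 in testis and 93 in N2a siFmr1. With a mean of at least 20 reads per replicate in both sets they were 8, 2, 1, 69, 95, 65 and 130 in the same order, and 563 in contrast C. With an absolute difference of at least 0.2 they were 90 in liver, 125 in muscle, 79 in testis, 110 in N2a siFmr1, 463 in contrast A, 567 in B, 379 in C and 651 in D. Re-tested calls with that difference were 3 in liver, 13 in muscle, 3 in testis, 131 in A, 104 in B, 85 in C and 154 in D.

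Limma on the logit inclusion level gave 0 re-tested calls in liver, 5 in muscle, 0 in testis, 0 in A, 0 in B, 37 in C and 97 in D, and the cause was not tested. That fit does not weight replicates or events by their reads and was not checked on simulated data. Calls lost under it can therefore not be told apart from low power of that fit. Without the lower limit on the dispersion, cerebellum had 1 call. Read minimums of 10 or 50 moved no re-tested count beyond 1.5 times. Matching exons together with their flanks left 15 of the 21 overlapping pairs of tables, within 1.5 times.

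Leaving out 1 replicate gave re-tested counts from 0 to 2 (without set 2 replicate 3) in cortex, 0 to 0 in hippocampus and cerebellum, 1 (without set 2 replicate 1) to 8 in liver, 10 (without set 2 replicate 1) to 46 in muscle, 3 (without set 1 replicate 2) to 20 in testis and 0 to 71 (without siFmr1 replicate 1) in N2a. They ran from 75 (without set 1 replicate 3) to 568 in contrast A, 42 (without set 1 replicate 1) to 415 (without set 2 replicate 3) in B, 96 (without set 1 replicate 3) to 278 in C, and 12 (without set 1 replicate 1) to 758 (without set 2 replicate 3) in D. In each of the 4 contrasts, leaving out any set 1 replicate gave a lower count than leaving out any set 2 replicate. Events called in every such fit numbered 0 in liver, 8 in muscle, 0 in testis, 61 in A, 32 in B, 62 in C and 11 in D.

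Junction read depth limits the splicing results most in the brain tables. There 3931 to 5942 events were re-tested, against 9996 to 17176 in the peripheral tables and 47665 to 59093 in the co-transfection tables. Brain libraries held more gene counts than peripheral ones, so the few junction reads do not follow the library totals. The skipping form length also differed (34 in the brain tables, 149 in the others), and its part was not tested. Brain exons with fewer reads were left out of the re-test, and most deposited brain calls lie in such exons.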

Other observations

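Chosen only after the results were seen were the tests of gene splits and interaction shuffles, of the split of N2a libraries, of the shared siNT pcDNA samples and the spread of each group, of the oligodendrocyte and immediate early lists, of the hippocampus term, and of thinning to equal numbers of tested events.

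Other splits of the same samples were fitted to see whether a count could arise by chance. With 3 samples against 3 there are 10 splits, so a share under 0.1 cannot be reached and the splits cannot exclude chance for any single comparison. In cortex 2 of 10 splits gave at least as many calls, the real one included: KO 1, KO 2 and WT 3 against the rest gave 4. In hippocampus 2 of 10 did: KO 1, KO 2 and WT 1 against the rest gave 256. In cerebellum, liver, muscle and testis only the real split did (1 of 10 each), with 7, 0, 1 and 2 calls at most for another split. The same held for the co-transfection comparisons (1 of 10 each), with at most 2 calls. For cMBNL1 over siMbnl1 pcDNA, where the replicate numbers paired samples, 1 of 4 splits that part each pair gave as many calls, the real one, and the others gave 0. Genotype labels were also shuffled within brain regions, and the real assignment is included in the counts that follow. At least as many interaction calls arose in 100 of 100 assignments for cortex against hippocampus, 100 of 100 for cortex against cerebellum and 19 of 100 for hippocampus against cerebellum. The first 2 of these follow by definition from real counts of 0 and test nothing. The shuffles reached 1280, 573 and 18 calls. For re-tested skipped exons the brain tables had 0 calls, so all 10 of 10 splits gave at least as many by definition, with at most 4 in cortex, 8 in hippocampus and 1 in cerebellum. Only the real split (1 of 10) reached the count in liver, muscle, testis and contrasts A to D, with at most 7, 15, 5, 0, 0, 0 and 0 calls for another split.

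In the N2a siFmr1 experiment the libraries split across the siRNA groups. Over 10694 genes, log2 CPM correlated at 0.987 between siNT 1 and siFmr1 1 and at 0.980 between siNT 2 and siFmr1 3, but at 0.843 between the siNT samples. A model with a term for siNT 2 and siFmr1 3 against the other 3 libraries called 2810 genes for that split. The siRNA comparison still called 0 genes in edgeR (223 at an unadjusted p under 0.05), although the term lowered the coefficient of variation from 39.9% to 25.4% and the test then recovered 116 of 200 simulated changes with 11 false calls. Fmr1, the target of the siRNA, was thus also not called with the term, although it was lower within both pairs of the split. A test that misses the target cannot decide whether the split is the only reason for the count of 0. Labels name no batch for these libraries, so its origin stays open. Changes smaller than an absolute log2 fold change of 1 were not simulated.

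Between tissues, 42 genes other than Fmr1 were called in at least 2 tissues, 21 of them in the same direction in each. A position was found for 39 (92.9%). If variants of another strain around the knockout locus were the cause, these genes should lie near Fmr1. Only 1 of them lay within 20 Mb of it, against 115 of 14854 background genes with a position (two-sided Fisher's exact test, p 0.262), which argues against that locus as the main cause. For strain variants elsewhere, pairs of genes within 1 Mb of each other were counted. There were 4 (Ankrd52 and Lrp1, Lasp1 and Nr1d1, Plac9b and Tmem254a, Erf and Rabac1), against a median of 1 in random sets, a share of 0.0417 of 10000 random sets. Without the pair Plac9b and Tmem254a, whose reads may be shared between gene copies, the share was 0.127. Variants in linked regions remain a possible explanation for some of these genes, and neither test decides.

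Eno1b lost nearly all its counts in KO liver and muscle, and its sequence resembles that of Eno1. If reads had moved between both genes, their sum should stay the same while Eno1 rises. In muscle the sum changed by -10.2 CPM (125 ± 6.60 to 115 ± 5.31), with a loss of 51.7 for Eno1b and a gain of 41.6 for Eno1. The sum thus fell by more than the SD of either group, but this change was not tested. With 3 samples per genotype these values do not decide whether the sum stayed the same. A shift of reads between the paralogs may explain part or all of the loss and is left open. In liver the sum changed by 91.4 CPM (483 ± 45.2 to 574 ± 98.1), with a loss of 147 and a gain of 238. That change exceeded the SD of the WT samples but not that of the KO samples. Eno1 itself was not called, so a shift of reads is left open there. A strain difference in Eno1b that moves read assignment, or a change of transcription, could also produce the pattern and was not tested.

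Oligodendrocyte genes were lower in hippocampus KO samples. The median log2 fold change of 14 marker genes was -0.40 (range -0.62 to -0.27), all 14 were lower with no overlap between genotypes (chance 5% per gene in that direction), and 5 were called (Mog, Mag, Cnp, Ermn and Apod). Over the 11 genes not seen before the list was written, the median was -0.39. No list of the same size drawn at random from 10000 reached that value. Among abundant members, Mbp changed by -0.29 and Cnp by -0.42. Median deviations per library were -0.24, -0.23 and -0.15 in KO and 0.20, 0.14 and 0.22 in WT. Lists of astrocyte (0.10), microglia (-0.01) and neuron genes (0.12) did not fall, and the oligodendrocyte list changed by -0.06 in cortex and 0.09 in cerebellum. A lower share of oligodendrocytes in the hippocampus KO samples, whether from dissection or from genotype, is a candidate explanation for part of the 29 genes called lower there. Whether each cell made less of these transcripts cannot be separated from that in bulk RNA, and cell type shares were not measured.

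Egr1 and Cxcl1 fell in KO muscle, and a list of 19 immediate early genes that respond to stress or handling was tested. In muscle all 19 were lower, with a median log2 fold change of -2.17 (-2.04 over the 18 not seen before) and 7 called, but only 6 had no overlap between genotypes (chance 5% per gene in that direction). In liver 16 could be tested, all lower, with a median of -2.88 (-2.74 over the 15 not seen before) and 3 called (Dusp1, Cyr61 and Csrnp1), and 7 had no overlap. Abundant members changed by -0.94 (Nr4a1), -0.14 (Jun) and -2.17 (Btg2) in muscle and by -3.66 (Egr1), -4.75 (Jun) and -2.44 (Zfp36) in liver. The difference rested on part of the WT samples: median deviations were -0.66, 1.78 and 2.0 in muscle WT 1, 2 and 3 and -0.77, 1.48 and 2.39 in liver WT 1, 2 and 3, against -0.27, -1.39 and -1.27 in muscle KO and -1.03, -1.29 and -1.34 in liver KO. The same WT numbers were high in both tissues, but the labels do not say that equal numbers mark the same animal. A handling or dissection response in some WT animals may therefore explain these genes, and a genotype effect on the response stays open.

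Muscle and testis shared 28 called genes (16.8 expected, two-sided Fisher's exact test, p 0.00727), and 21 of them changed in opposite directions: 14 were higher in muscle KO and lower in testis KO, and 7 the reverse. From the shares of higher and lower calls, 55.1% would be opposite by chance. No explanation was tested.

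The brain tables had fewer re-tested skipped exon calls than the peripheral tables, and fewer junction reads, although the brain libraries held more gene counts. Junction reads of the peripheral tables were thinned at random to the mean depth of the brain tables. Median calls over 10 thinnings were 0 of 13 in liver, 10.5 of 33 in muscle (range 6 to 14) and 0 of 15 in testis. When thinned instead to the same number of tested events as the brain tables, they were 2 (0 to 5) in liver, 19.5 (18 to 26) in muscle and 0 (0 to 3) in testis. Lower junction read depth may thus account for the difference from testis, argues against being the whole reason for muscle, and stays open for liver. Thinning left the form lengths as they were, and these also differed from those of the brain tables.

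Changes after siFmr1 and siMbnl1 correlated at 0.47 across genes while sharing the siNT pcDNA samples. Simulated groups without any change gave 0.59 to 0.64 through the shared samples alone when each group kept its own spread, so that correlation is no evidence of a common effect. When each comparison was given different siNT pcDNA samples, the correlation fell to a median of 0.19 over 6 assignments (0.16 to 0.23). If the siNT pcDNA samples vary independently of each other, that remainder argues against the shared samples as the whole cause. A response common to both siRNAs, of any kind, could produce the remainder and was not tested apart from a shared effect of Fmr1 and Mbnl1. The correlation of siFmr1 changes with those of nMBNL1 over siFmr1 pcDNA was -0.26, against -0.45 to -0.39 in simulations without change in which each group kept its own spread. That of siMbnl1 changes with those of cMBNL1 over siMbnl1 pcDNA was -0.32, against -0.51 to -0.45. Negative correlations thus arise without any reversal, and these correlations neither show nor exclude one. Among genes called in both, 69 of 122 (nMBNL1, 106 expected in both) and 127 of 180 (cMBNL1, 119 expected) went opposite ways, and what share the shared samples would give among called genes was not tested.

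Skipped exons called in both the N2a siFmr1 table and contrast A were more frequent than expected, with an odds ratio of 5.20. Well covered exons of intermediate inclusion are easier to call in any table. Within strata of read depth and inclusion the odds ratio was 1.67 (95% interval 1.16 to 2.40), and with finer strata 1.62 (1.12 to 2.34). Depth and inclusion therefore account for most of the excess, and the values argue against their being the whole cause. Odds ratios without strata were also raised for contrast B (3.29) and contrast D (2.99), both tied to siMbnl1, and for contrast C (2.92). An excess was therefore not limited to contrast A, and the other contrasts were not stratified. An effect of lowering Fmr1 in both experiments, or exons that vary with culture conditions, could give the rest for contrast A and was not tested.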
